# Trichloroethylene-Induced Gene Expression and DNA Methylation Changes in B6C3F1 Mouse Liver

**DOI:** 10.1371/journal.pone.0116179

**Published:** 2014-12-30

**Authors:** Yan Jiang, Jiahong Chen, Jian Tong, Tao Chen

## Abstract

Trichloroethylene (TCE), widely used as an organic solvent in the industry, is a common contaminant in air, soil, and water. Chronic TCE exposure induced hepatocellular carcinoma in mice, and occupational exposure in humans was suggested to be associated with liver cancer. To understand the role of non-genotoxic mechanism(s) for TCE action, we examined the gene expression and DNA methylation changes in the liver of B6C3F1 mice orally administered with TCE (0, 100, 500 and 1000 mg/kg b.w. per day) for 5 days. After 5 days TCE treatment at a dose level of 1000 mg/kg b.w., a total of 431 differentially expressed genes were identified in mouse liver by microarray, of which 291 were up-regulated and 140 down-regulated. The expression changed genes were involved in key signal pathways including PPAR, proliferation, apoptosis and homologous recombination. Notably, the expression level of a number of vital genes involved in the regulation of DNA methylation, such as Utrf1, Tet2, DNMT1, DNMT3a and DNMT3b, were dysregulated. Although global DNA methylation change was not detected in the liver of mice exposed to TCE, the promoter regions of Cdkn1a and Ihh were found to be hypo- and hypermethylated respectively, which correlated negatively with their mRNA expression changes. Furthermore, the gene expression and DNA methylation changes induced by TCE were dose dependent. The overall data indicate that TCE exposure leads to aberrant DNA methylation changes, which might alter the expression of genes involved in the TCE-induced liver tumorgenesis.

## Introduction

Trichloroethylene (TCE) is widely used in the industry as an organic solvent for metal degreasing and in the production of chlorinated chemical compounds. It is a common contaminant in air, soil, water and a variety of foods [1]. Chronic TCE exposure was reported to induce hepatocellular carcinoma (HCC) and renal cell carcinoma in mice and rats, respectively [2]. Based on the strong association between occupational exposure and kidney cancer in humans, TCE was upgraded as human carcinogen (class I) in 2012 [3]. Liver is the main organ for TCE metabolism, and occupational exposure can cause liver damage [1]. A recent study also revealed a significant higher rate of liver cancer in TCE-exposed workers compared to normal people [4].

Till now, TCE’s carcinogenic mode of action (MOA) remain elusive [5]. A mutagenic MOA has been suggested for TCE induced kidney tumor, possibly due to the genotoxic metabolites of TCE formed via glutathione conjugation in kidney [6]. Biotransformation of TCE occurs in the liver mainly through cytochrome p450 enzymes, and tricarboxylic acid (TCA) is the major metabolite [1], [7]. Neither TCE nor TCA, however, has been confirmed to be mutagenic [1], therefore the role of non-genotoxic mechanisms in TCE hepatocarcinogenesis should be considered.

Non-genotoxic carcinogens have a wide variety of mechanisms of cancer induction, such as alteration of proliferation and apoptosis, peroxisome proliferation and epigenetic changes. Disturbance in the balance between proliferation and apoptosis is a hallmark of tumorgenesis, and irregular liver regeneration may be a common mechanism for hepatocarcinogenesis regardless of etiology [8], [9]. Hyperactivation of PPARα-induced peroxisome proliferation have also been suggested to contribute to the development of liver cancer in rodents [6]. At present, HCC is recognized as both a genetic and epigenetic disease. Increasing experimental data indicate that epigenetic regulation of gene expression by DNA methylation, histone modifications and microRNA plays fundamental roles at all stages of liver carcinogenesis [10].

DNA methylation is the most well researched epigenetic form. In vertebrates, DNA methylation occurs by the covalent addition of a methyl group to cytosine residues in CpG dinucleotides, which is catalyzed by DNA methyltransferases (DNMTs) with S-adenosylmethionine (SAM) as the main methyl donor. Global DNA hypomethylation and gene specific hypermethylation represent common early molecular events in most tumors [11]. In mouse liver, non-genotoxic carcinogens such as phenobarbital and choline-methionine decient diet could induce changes in DNA methylation resulting in alteration of gene expression [12]–[14]. So far, only Tao *et* *al.* reported hypomethylation of Jun and Myc promoter regions in the liver of mice treated with TCE [15].

The aim of this study is to understand the role of non-genotoxic mechanisms, especially DNA methylation, in TCE hepatocarcinogenesis. We first performed genome-wide gene expression analysis in the liver tissue of mice following oral administration with TCE to provide a clue for identification of diverse MOAs. The DNA methylation statuses of the promoter regions of a number of expression-changed genes as well as the global DNA methylation levels were then examined. We found that TCE induced dramatic changes in the expression of genes involved in key signal pathways including in the regulation of DNA methylation. Furthermore, TCE could cause both hypo- and hypermethylation on the promoter regions of single-copy genes which might contribute to the aberrant transcriptional changes.

## Materials and Methods

### Chemicals

TCE (CAS 79-01-6, ≥99.5% pure) and restriction enzymes were purchased from Adamas-beta (Shanghai, China) and Thermo Fisher Scientific (Waltham, MA, USA), respectively. The rest of chemicals were obtained from Sigma-Aldrich (St Louis, MO, USA) unless mentioned otherwise.

### Ethics Statement

All procedures involving animals were reviewed and approved by the Institutional Animal Care/User Ethical Committee of Soochow University, Suzhou City, China. (approval number A75–2013).

### Animal treatment

Adult B6C3F1 male mice, 6–7 weeks of age, were obtained from Model Animal Research Center of Nanjing University (Nanjing, China). They were kept in animal facility maintaining 22+/−1°C temperature, 50+/−5% relative humidity and 12-hour light-dark cycles. Commercial diet (Suzhou Shuangshi Laboratory Animal Feed Science Co. Ltd., Suzhou, China) and water were provided ad libitum. After 7 days quarantine period, twenty mice were distributed in 4 groups with 5 mice in each of them, and were dosed by gavage with TCE at doses of 0, 100, 500 and 1000 mg/kg b.w. in corn oil once a day for 5 days. No adverce effects was found during the treatment. Approximately 100 minutes after the last treatment, all mice were sacrificed by cervical dislocation. Form each mouse, liver was excised rapidly, frozen in liquid nitrogen, and stored at −80°C.

### Cell culture and 5-aza-2′-deoxycytidine (5-aza) treatment

BNL CL.2 mouse liver cells were obtained from the American Type Culture Collection (ATCC TIB-73, Manassas, VA, USA) and were maintained in Dulbecco’s minimum essential medium supplemented with 5% fetal bovine serum in a humidified atmosphere of 5% CO2 at 37°C. For treatment with 5-aza (A3656, Sigma), 210^5^ cells were seeded into each well of 6 well plates and treated with 5 µM 5-aza (dissolved in DMSO) or with DMSO as control for 72 h.

### DNA, RNA and protein extraction

Genomic DNA, RNA and protein were purified from liver tissue using TIANprep DNA-RNA-Protein Isolation kit (Tiangen, Beijing, China). Turbo DNA-free kit (Thermo Scientific) was used to remove genomic DNA contamination in purified RNA samples. The concentration and the quality of both DNA and RNA were assessed by ultraviolet (UV) absorbance using a NanoDrop ND-2000 spectrophotometer (Thermo Scientific). The integrity of RNA was determined using Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

### Microarray analysis

The Agilent Mouse Gene Expression kit (8×60K, Design ID: 028005, Santa Clara, CA, USA) was used which included 39430 mRNAs and 16251 lincRNAs. The sample labeling, microarray hybridization and washings were performed as described in manufacturer’s instructions. Briefly, total RNAs were transcribed to double strand cDNA and then, synthesized into cRNA and labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto the microarray. After washing, the arrays were scanned by the Agilent Scanner G2505C (Agilent Technologies). Feature Extraction software (version10.7.1.1, Agilent Technologies) was used to analyze microarray images to obtain the raw data and basic analysis was completed using Genesrping. For this, the raw data was normalized with the quantile algorithm. The probes with at least 100% of the values in any 1 out of all conditions were classified as “detected” and these were chosen for further analysis. Differentially expressed genes were then identified through fold change as well as P value obtained from the t-test. The threshold set for up- and down-regulated genes was a fold change of ≥2.0 and a P value ≤0.05. This was followed by gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses to determine the role of differentially expressed mRNAs. Finally, Hierarchical Clustering was performed to display the distinguishable expression pattern of the genes among samples. The gene expression results have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession no.: GSE58819).

### Quantitative RT-PCR

The first stand cDNA was generated using SuperScript Reverse Transcriptase (Invitrogen, Carlsbad, USA). For quantitative PCR (qPCR), the standard two-step cycling and dissociation programs were performed using ABI Prism 7500 system (Applied Biosystems, Foster City, CA, USA). Primers were designed using oligo 5. Primer sequences and the corresponding annealing temperatures are listed in S1 Table. Expression level of differentially expressed genes was normalized to that of GAPDH and LDHA using the comparative threshold cycle (Ct) method (2^ΔΔCt^) as described previously [16].

### Western blot

The protein concentration was determined using a Bradford assay, and equal amounts of 15 µg of protein per sample were loaded and separated on a 10% SDS-PAGE gel. The proteins were then transferred to a PVDF membrane (Merck millionpore, Darmstadt, Germany). After blocking in 5% (w/v) BSA in TBS containing 0.1% (v/v) Tween-20 for 2 h, the membranes were probed with primary antibodies against Dnmt1(1∶1000, final concentration at 1.4 µg/ml) and Actin (1∶5000, final concentration at 0.2 µg/ml) overnight at 4°C. Both antibodies were purchased from Sangon biotech, Shanghai, China. The blots were developed with enhanced chemiluminescence regents. The protein bands were quantified using Gene Tools (Syngene, Cambridge, UK).

### Bisulfite sequencing and combined bisulfite restriction analysis (COBRA)

500 ng of genomic DNA from each mouse liver tissue was treated with bisulfite using EZ DNA Methylation-Gold Kit (Zymo Research, Orange, CA, USA) followed by PCR. The primers used were listed in S1 Table. For bisulfite sequencing, the PCR products of three control or TCE treated samples were pooled and cloned into TA-cloning vector (Tiangen), and individual clones were sequenced using an automatic sequencer (ABI 3730XL). For COBRA, the PCR products were digested with the corresponding restriction enzymes and analyzed on 2% agarose gel as described earlier [16].

### Liquid chromatography/tandem mass spectrometry (LC–MS/MS)

DNA hydrolysis and LC–MS/MS analyses were performed as described earlier [17]. Briefly, 5 µg genomic DNA from each mouse liver tissue was hydrolyzed by 5 U nuclease P1 for 1 h followed by treatment with 1 U alkaline phosphatase for 30 min at 37°C. Then, the DNA hydrolysate was diluted with double distilled water before loading to Agilent 1100 series LC coupled to an API 3000 triple quadrupole mass spectrometer equipped with a Turbo Ion Spray source (Applied Biosystems). A Thermo 150 mm ×210 mm, 5 µm column was used for separation with a mobile phase consisting of 0.1% formic acid and methanol. The quantity of 2-deoxycytosine (dC) and 5-methyldeoxycytidine (5-mC) were obtained using external standards. The content of 5-Me-dC was calculated as the ratio of (5-mC)/((5-mC)+(dC)).

### Statistical analyses

The data obtained in the liver tissue of TCE-exposed mice were compared to those in control mice. Data analysis was performed by one-way analysis of variance (ANOVA) followed by Dunnett’s multiple comparison test. For comparison of two groups, a student’s t-test was used. Statistical significance was defined as p<0.05. The results presented are mean +/− standard deviations (SD).

## Results

### Treatment of TCE at 1000 mg/kg b.w. induced dramatic gene expression changes in mouse liver

Microarray data showed that the expression of 431 mRNAs were significantly changed (>2-fold expression change) after 5 days treatment of TCE at 1000 mg/kg b.w., of which 291 were up-regulated and 140 down-regulated (Fig. 1A and S2 Table). 

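The microarray experiment used liver RNA from 3 control mice, which received corn oil, and from 3 mice that received TCE at 1000 mg/kg b.w. once a day for 5 days. RNA of each mouse was labeled with a single dye and hybridized to an array of its own, so that the 6 arrays are independent animals. Each array carried 55681 different probes that are not controls, of which 16251 were for long intergenic non-coding RNAs (lincRNAs). The authors deposited the output of the scanner software, which gives a background-corrected intensity for every spot, and a table with the quantile-normalized log2 mean of each group. The values used here started from the scanner intensities: they were put on the log2 scale, spots marked as outliers by the software were left out, spots of the same probe were averaged, and the 6 arrays were quantile normalized as the paper's methods state. The group means obtained this way lay within 0.01 of those in the authors' deposited table for 99.99% of the probes. The signal was well above background for 23537, 24934 and 24122 probes in control mice 1, 2 and 3, and for 24965, 23569 and 23646 probes in TCE mice 1, 2 and 3, while 0 spots were saturated. A probe was taken as detected when its signal was well above background on all 3 arrays of at least 1 group, which left 22731 probes, among them 3097 for lincRNAs, and 13284 genes. Across these probes, which are not independent replicates, Pearson's r was 0.987 to 0.990 between control mice, 0.978 to 0.987 between TCE mice and 0.971 to 0.982 between mice of different groups. Control mouse 1 was on a slide and in a scan of its own, and the other arrays shared the second slide. Each detected probe was compared between the groups with limma (two-sided), a linear model that pools the spread across probes, followed by Benjamini-Hochberg adjustment, and was past the threshold at an adjusted p of 0.05 or less and a fold change of 2 or more. The paper's methods name a t-test at an unadjusted P value and the same fold change, which was run on the same values as an alternative. With 3 mice per group the precision is limited by the number of arrays, and an exact permutation test of a single probe (two-sided) cannot give a p below 0.1. Where a probe was not well above background on any array of a group, its fold change is given as a lower limit, computed with each array of that group set to its lowest signal called well above background, or to the probe's own signal where that was higher. Such a limit concerns the group means under this background correction and does not allow for the spread between mice. Another background correction gave changes below the limit for some of these probes, among them Svil and Cnn1.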

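By limma, 321 probes were past the threshold, of which 234 were higher and 87 lower in the TCE group. Counted by gene symbol, without probes for lincRNAs and probes that have no symbol, 256 genes changed: 191 were up-regulated and 65 down-regulated, and 0 had probes past the threshold in both directions. In each of the 321 probes all 3 TCE mice lay on the same side of all 3 control mice. Such a separation was seen in 5848 detected probes, or 25.7%, where 10% would be separated by chance. At an unadjusted limma p under 0.05 there were 4073 detected probes. Hierarchical clustering of the detected probes put the control mice and the TCE mice on separate main branches, and the first principal component, which held 43.1% of the variance, separated the groups, with TCE mouse 3 nearest to the controls and TCE mouse 2 farthest from them. The choice of test moved the counts most. With the methods' t-test at an unadjusted P of 0.05, 307 genes were up-regulated and 144 down-regulated, and after Benjamini-Hochberg adjustment of that test 22 and 3 genes remained past the threshold. Genes were picked for naming by the size of the fitted log2 fold change, whose order is uncertain where a group was not above background. S100g, whose probe lies on chromosome X from 159399924 to 159399983 of the mouse genome build mm9, was among the rises. Its log2 signal was 3.25 ± 0.62 (SD, n = 3) in control mice, not well above background on any of the arrays, and 10.32 ± 0.50 (SD, n = 3) in TCE mice, a rise of at least 46.3-fold (limma adjusted p = 0.00109). Cyp4a14 on chromosome 4 rose from 12.64 ± 0.50 to 18.06 ± 0.25 (SD, n = 3 each), a log2 fold change of 5.42 with a standard error of 0.27 (limma adjusted p = 0.00109). Ly6d on chromosome 15 had a log2 fold change of 5.11, with 2 of the 3 control arrays well above background, and Acot2 on chromosome 12 rose at least 22.7-fold. Among the falls past the threshold, Clec2h on chromosome 6 went from 9.12 ± 0.31 to 6.48 ± 0.54 (SD, n = 3 each), a log2 fold change of -2.65 (limma adjusted p = 0.0145), and Derl3 on chromosome 10 had a log2 fold change of -2.48 (limma adjusted p = 0.0315), a call that was lost in 5 of the 6 fits with 1 mouse left out. The 3 other falls named here ended in signals not well above background in any TCE mouse, so that only limits can be given and they are not shown to exceed the falls of other genes: Serpina12 was at least 4.60-fold, Myh6 at least 2.26-fold and Apol10a at least 2.24-fold lower in the TCE group. The call of Myh6 was lost as often as that of Derl3.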

Biological functional annotation of the expression changed genes showed significant enrichment of clusters related to oxidation-reduction process (17.3%), cell cycle (16.5%), metabolic process (13.9%) and cell division (13%) (Fig. 1B). 

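The gene ontology (GO) annotation in the authors' deposited table was used to count terms. It covered 243 of the 256 genes past the threshold, and the background was the 12482 detected genes that have any GO term. The enrichment of the 12 terms of Fig. 1B was tested with Fisher's exact test (one-sided), adjusted over the 12 terms, a test that was added after the data were examined. Oxidation-reduction process was annotated to 30 genes past the threshold, or 12.3% of them, and to 4.60% of the background (adjusted p = 1.9e-06). Of these 30 genes, 21 were up-regulated and 9 down-regulated. Cell cycle was annotated to 28 genes, 11.5% against 3.65% of the background (adjusted p = 2.7e-07), and cell division to 25 genes, 10.3% against 2.10% (adjusted p = 2.9e-10). All genes past the threshold with either of these terms were up-regulated. Without control mouse 2, which left the fewest genes, each of the 2 shares was 21.4%. Metabolic process was nearest to the threshold, with 22 genes, 9.05% against 6.01% of the background (adjusted p = 0.0429), and with each mouse left out in turn its adjusted p lay between 0.0904 and 0.685. Among the remaining terms of Fig. 1B, mitosis had the largest share, 23 genes or 9.47% (adjusted p = 2.1e-11; 19.0% without control mouse 2), followed by lipid metabolic process with 22 genes (adjusted p = 5.0e-07), negative regulation of apoptosis with 16 (adjusted p = 0.00149, but 0.0992 without TCE mouse 1 and above 0.05 without TCE mouse 2 as well), positive regulation of cell proliferation with 13 (adjusted p = 0.00120), fatty acid metabolic process with 13 (adjusted p = 1.9e-06) and transmembrane transport with 9 (adjusted p = 0.0307), which was no longer enriched with any of the mice left out (adjusted p from 0.0892 to 0.643). Proteolysis, with 7 genes, was as frequent in the background (2.88% against 2.79%, adjusted p = 0.566), but without TCE mouse 2 its share was 7.14% (adjusted p = 0.00498), and lipid biosynthetic process, which this annotation gives to only 11 detected genes, was found in 0 genes past the threshold.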

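Jun, measured by a probe on chromosome 4 (mm9, 94716928 to 94716987), had a log2 signal of 10.25 ± 0.56 (SD, n = 3) in control mice and 12.77 ± 0.50 (SD, n = 3) in TCE mice, a log2 fold change of 2.52 with a standard error of 0.36 (limma adjusted p = 0.0287). With each mouse left out in turn the change stayed between 2.23 and 2.84, but its adjusted p was above 0.05 in 5 of the 6 cases, all except that without control mouse 3. Ihh, on chromosome 1 from 74991906 to 74991965, fell from 9.03 ± 0.32 to 6.96 ± 0.30 (SD, n = 3 each), a log2 fold change of -2.07 with a standard error of 0.22 (limma adjusted p = 0.0123). Cdkn1a, on chromosome 17 from 29237377 to 29237436, rose from 7.02 ± 0.45 to 9.01 ± 0.62 (SD, n = 3 each). Its log2 fold change of 1.99 had a standard error of 0.36 and an adjusted p of 0.0567 by limma, just outside the threshold, while its p was 0.0108 by the methods' t-test without adjustment. The signals of the other 2 Cdkn1a probes were not well above background in any mouse. For each of the 3 genes the groups did not overlap (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). In the deposited annotation Jun and Ihh carried both GO terms, positive regulation of cell proliferation and negative regulation of apoptosis, and Cdkn1a the second of them. Both terms were annotated to 62 detected genes, and 4 of these were past the threshold: Jun was up-regulated, whereas Ihh, Egfr and Ptk2b were down-regulated.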

Notably, genes such as Jun, Ihh (Indian Hedgehog) and Cdkn1a were involved in both positive regulation of cell proliferation and negative regulation of apoptosis (Fig. 1B and S2 Table).

**Figure 1:**
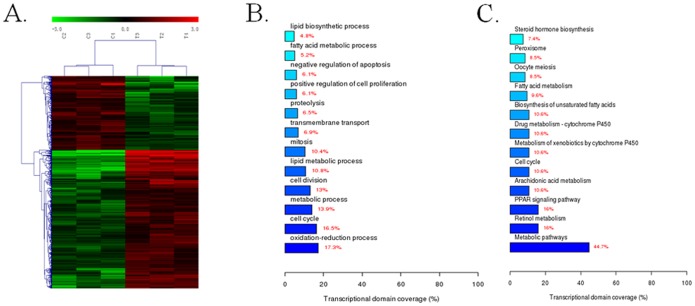
The effect of TCE on mouse liver transcriptome by microarray (n = 3). A) Heat map of mouse liver mRNAs affected by TCE at a dose level of 1000 mg/kg b.w. B) Go biological process annotations. C) Enriched pathways of the expression changed genes by KEGG.

The KEGG analysis indicates that a large number of expression changed genes participate in metabolic pathways, especially in lipid and xenobiotics/drugs metabolism (Fig. 1C and S2 Table). 

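Whole sets of genes were compared with camera, which asks whether the changes in a list differ from those of all other genes, at an inter-gene correlation of 0.01. The 25 lists were written by hand before the data were examined, although after S2 Table had been read, and they stand in for the KEGG pathways, whose files were not used here. S2 Table was made from these same arrays, so the lists are not independent of the data and their p values could be too low. Each gene was represented by its detected probe with the highest mean signal, and p values were adjusted over the 25 lists. Members past the threshold are counted by that probe, adjusted over all detected probes. Of 702 listed genes, 15 had no matching symbol on the array. By camera 15 lists were past an adjusted p of 0.05, 11 of them higher and 4 lower in the TCE group, and 13 of these were also past it by fry, a rotation test that estimates the correlation from the arrays. Unlike camera, fry asks whether the genes of a list change at all, without comparing them with other genes. A list past fry alone thus need not differ from the rest. The 20 genes of fatty acid synthesis had a median log2 fold change of 0.53, and 17 of them were higher in the TCE group (camera adjusted p = 1.7e-05, fry adjusted p = 0.0109). The members past the threshold that rose most were Pnpla3, at least 4.44-fold higher, Scd1 with a log2 fold change of 1.78, Fads2 with 1.35 and Me1 with 1.34. With 1 mouse left out, the calls of Pnpla3, Fads2 and Me1 were each lost in 5 of the 6 fits, and that of Scd1 in 0. The list of xenobiotic metabolism, with 57 detected genes, moved in both directions: 26 were higher and 31 lower, and the median log2 fold change was -0.10 (camera adjusted p = 0.0907). Past the threshold were Gstt2 and Gsta2, with log2 fold changes of 1.16 and 1.14, and 6 genes that fell, among them Ugt2b1 with -1.21, Aox3 with -1.15, Cyp2c68 with -1.11 and Ces2a with -1.09. The calls of Gsta2, Aox3 and Ces2a were lost with each of the mice left out, and that of Cyp2c68 in 5 of the 6 fits. Close relatives within the Cyp2c, Ces2, Ugt2b and Gsta families could share signal on a hybridization array, so single members are less certain. With the 75th percentile in place of quantile normalization, the list's camera adjusted p was 0.0185 at a median of -0.09. The 11 detected targets of the constitutive androstane receptor (CAR), a drug-sensing receptor, had a median log2 fold change of 0.82 (camera adjusted p = 0.00659, fry adjusted p = 0.0217), with Akr1b7 past the threshold, at least 3.36-fold higher. Some lists share genes, so that their shifts are not separate findings. Also in other lists are 13 of 16 listed CAR targets, 10 of 26 p53 targets and 8 of 43 S phase genes. For homologous recombination it is 6 of 38, for PPARalpha targets only 3 of 55.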

Genes that target peroxisome proliferator-activated receptor (PPAR), proliferation and apoptosis signaling pathways were also significantly up-regulated (Fig. 1C and S2 Table). Furthermore, the mRNA expressions of Rad51b, Rad51 and Rad51ap1 were significantly increased, indicating disturbances in homologous recombination (HR) in the liver of mice exposed to TCE (S2 Table). 

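Among the gene lists, the targets of PPARalpha showed the largest shift. Of 55 genes, 52 were higher in the TCE group and 26 were past the threshold, all of them up-regulated. The median log2 fold change was 1.04 (camera adjusted p = 3.8e-32, fry adjusted p = 9.9e-04), compared with 0.02 for all genes tested. The study's own S2 Table lists 29 of the 55 genes. Besides Cyp4a14 and Acot2, the largest changes past the threshold were those of Cyp4a31, with a log2 fold change of 4.18, Cyp4a10 with 4.02, Mogat1 with 3.86 and Fgf21 with 3.38. The 3 Cyp4a genes are close relatives, and their probes could share signal.
Proliferation was followed with lists of genes that peak in S phase and in G2/M phase. The 37 detected G2/M genes had a median log2 fold change of 0.72 (camera adjusted p = 2.0e-10, fry adjusted p = 9.96e-04), 28 were higher, and 15 were past the threshold, all of them up-regulated. Cdc20 rose from 5.81 ± 0.43 to 9.40 ± 0.43 (SD, n = 3 each), a log2 fold change of 3.59 (limma adjusted p = 0.00508). Cenpe rose at least 5.02-fold, Tpx2 at least 2.06-fold and Nusap1 at least 1.96-fold, since their signal was not well above background in any control mouse, and Ube2c, with 2 control arrays above background, had a log2 fold change of 2.88. The 31 S phase genes had a median of 0.44 (camera adjusted p = 6.0e-06, fry adjusted p = 0.00620), with 26 higher and 2 past the threshold. The 21 immediate early genes, which respond to growth signals within minutes, had a median of 0.71 (camera adjusted p = 0.00761, fry adjusted p = 0.0322), and Atf3 with a log2 fold change of 2.88 and Jun were past the threshold.
The apoptosis list moved less. Its 42 genes had a median log2 fold change of 0.12, and 26 were higher (camera adjusted p = 0.175). By fry, which does not compare a list with other genes, the adjusted p was 0.00620. The list thus shifted as a set, but was not shown to shift more than other genes. Birc5, which restrains apoptosis and also acts in mitosis, was past the threshold, with a log2 fold change of 2.25 (limma adjusted p = 0.00111). The 22 targets of p53 had a median of 0.33 (camera adjusted p = 0.00132, fry adjusted p = 0.00620), and Gdf15, with a log2 fold change of 2.81, was past the threshold.

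**Figure D1:**
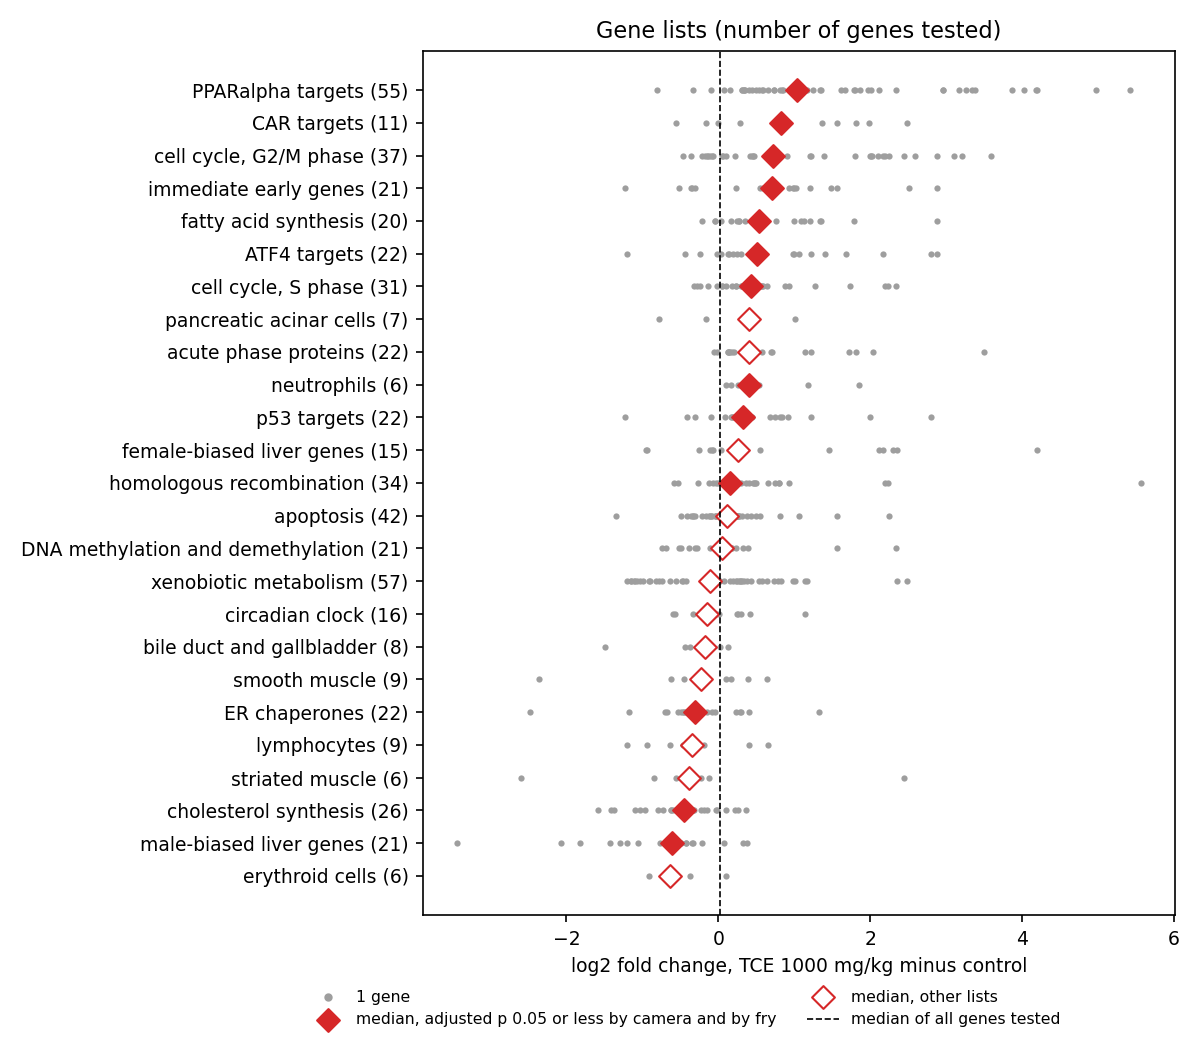
Log2 fold change (TCE at 1000 mg/kg minus control, limma) of the genes in 25 lists. Grey points are single genes, diamonds the median of a list, filled where the list was past an adjusted p of 0.05 by both camera and fry, and the dashed line is the median of all genes tested, 0.02; the number of genes tested is in parentheses. The medians run from -0.64 for erythroid cells to 1.04 for PPARalpha targets.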

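The Rad51b probe lies on chromosome 12 of mm9 from 80915000 to 80915059. Its log2 signal was 5.26 ± 0.57 (SD, n = 3) in control mice and 10.82 ± 0.40 (SD, n = 3) in TCE mice, both well above background on all arrays, and the log2 fold change of 5.56 with a standard error of 0.33 (limma adjusted p = 0.00151) was past the threshold. Under normexp background correction, which compresses low signals, the rise was 17.6-fold against 47.3-fold, and the call was kept. The array has a further Rad51b probe, from 80609478 to 80609537, whose signal was not well above background in any mouse. The Rad51ap1 probe, on chromosome 6 from 126873482 to 126873541, was not well above background in any control mouse and was so in all 3 TCE mice, at least 2.42-fold higher (limma adjusted p = 0.00485). In the 34 detected genes of a homologous recombination list, 27 were higher in the TCE group and the median log2 fold change was 0.16, the mean 0.49 (camera adjusted p = 0.00218, fry adjusted p = 0.00620). Without TCE mouse 1 the median was 0.27. The paper takes the rise of mRNAs of this pathway as a sign of disturbances in homologous recombination.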

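The probe of Uhrf1 lies on chromosome 17 of mm9 from 56462770 to 56462829. Its log2 signal in control mice 1, 2 and 3 was 3.53, 5.16 and 5.22, well above background in 2 of the 3, and in TCE mice 1, 2 and 3 it was 7.38, 6.75 and 6.79. The log2 fold change of 2.33 had a standard error of 0.48 and an adjusted p of 0.0740 by limma, and the methods' t-test gave an unadjusted p of 0.0167. Without control mouse 1, the lowest of the controls, the change was 1.78, and under normexp background correction, which compresses low signals, it was 0.91 with an adjusted p of 0.0194. A further probe of the gene was well above background in control mouse 3 only. The list of 21 detected genes of DNA methylation and demethylation, to which Uhrf1 belongs, had a median log2 fold change of 0.05, with 11 genes higher and 10 lower and 0 past the threshold (camera adjusted p = 0.598), and the median was below 0 without control mouse 3 or TCE mouse 1. Its median and mean were slightly above 0, while the direction given by camera was down.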

For genes involved in the regulation of DNA methylation, only Uhrf1, which serves as a fidelity factor for the maintenance of the DNA methylation pattern, showed over two fold significant expression change (S2 Table). Three key genes responsible for DNA methylation or demethylation (Tet2, Dnmt3a and Dnmt3b) showed significant but less than 2 fold expression change (S2 Table).

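The 3 genes fell by amounts larger than the spread between mice, although none of them reached an adjusted p of 0.05 in limma. Tet2 (chromosome 3, 133126751 to 133126810 of mm9) fell from a log2 signal of 8.44 ± 0.07 to 7.95 ± 0.21 (SD, n = 3 each), a log2 fold change of -0.49 with a standard error of 0.14 (limma adjusted p = 0.148). Another detected Tet2 probe (133126905 to 133126964) gave -0.46. Dnmt3a (chromosome 12, 3914320 to 3914379) fell from 9.42 ± 0.16 to 8.74 ± 0.06 (SD, n = 3 each), a log2 fold change of -0.68 with a standard error of 0.13 (limma adjusted p = 0.0581). Dnmt3b (chromosome 2, 153513403 to 153513462) fell from 8.09 ± 0.30 to 7.35 ± 0.20 (SD, n = 3 each), a log2 fold change of -0.74 with a standard error of 0.19 (limma adjusted p = 0.127). The other 2 Dnmt3b probes changed by -0.38 and -0.24, and on both the groups overlapped. On the probes reported for the 3 genes every TCE mouse was below every control mouse (exact permutation test, p = 0.1). By the methods' t-test without adjustment the p values were 0.0173 for Tet2, 0.00225 for Dnmt3a and 0.0242 for Dnmt3b.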

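Among the genes measured on both platforms, Mki67 had 2 array probes on chromosome 7 that were detected. The probe listed in S2 Table (142884764 to 142884823 of mm9) rose from a log2 signal of 6.19 ± 0.26 to 8.63 ± 0.03 (SD, n = 3 each), a log2 fold change of 2.44 with a standard error of 0.15 (limma adjusted p = 0.00176), which is 5.44-fold. The second probe (142881591 to 142881650) rose 7.11-fold (limma adjusted p = 0.00163). Svil, on chromosome 18 from 5058328 to 5058387, was well above background in all 3 control mice, at 5.72 ± 0.15 (SD, n = 3), and in 0 TCE mice, so that it was at least 1.95-fold lower (limma adjusted p = 0.150). A brighter Svil probe (5118987 to 5119046) changed by -0.45 on the log2 scale with a standard error of 0.16 (limma adjusted p = 0.227), and another (5049365 to 5049424) by -0.17 with overlapping groups (limma adjusted p = 0.817). Cnn1, on chromosome 9 from 21913058 to 21913117, was likewise at 5.54 ± 0.56 (SD, n = 3) in control mice and not well above background in TCE mice, at least 1.71-fold lower (limma adjusted p = 0.114).

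**Figure D2:**
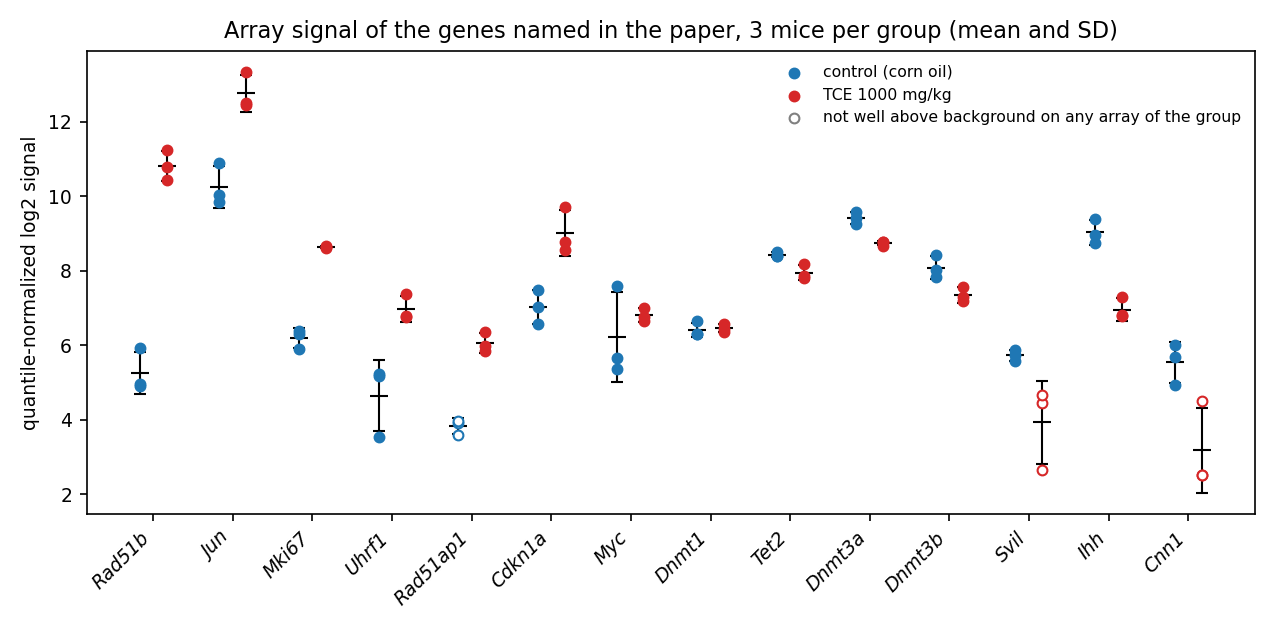
Quantile-normalized log2 signal of genes that the paper names, by mouse, for 3 control mice (blue) and 3 TCE mice (red), with the group mean and SD in black. Open points mark groups in which the probe was not well above background on any array, as for Rad51ap1, Svil and Cnn1; the groups overlap only for Dnmt1 and Myc.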

Using qPCR, we validated seven out of eight of the genes with over 2 fold significant expression change, viz., Jun, Cdkn1a, Rad51b, Uhrf1, Mki67, Svil and Ihh (Table 1). The mRNA expression levels of DNA methylation modification genes Tet2, Dnmt3a and Dnmt3b showed significant but less than two fold down-regulation in our microarray results, while qPCR data showed over two times significant changes for all the three genes (Table 1). 

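On the arrays the Dnmt1 probe (chromosome 9 of mm9, 20711973 to 20712341) had a log2 signal of 6.41 ± 0.19 (SD, n = 3) in control mice and 6.46 ± 0.11 (SD, n = 3) in TCE mice. Its log2 fold change of 0.05 was smaller than its standard error of 0.14 (limma adjusted p = 0.895; exact permutation test, p = 0.7). Myc (chromosome 15, 61821417 to 61821476) varied widely between control mice, with log2 signals of 5.66, 5.37 and 7.60 in mice 1, 2 and 3, against 7.00, 6.64 and 6.76 in TCE mice 1, 2 and 3. Its log2 fold change of 0.59 had a standard error of 0.57 (limma adjusted p = 0.631; exact permutation test, p = 0.4). Control mouse 3 decided this value: without it the change was 1.29, at an adjusted p of 0.0670, and with each of the other mice left out in turn it was between 0.17 and 0.67.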

For Dnmt1 and Myc, no transcriptional expression change was detected by either microarray or qPCR (Table 1). However, the protein level of Dnmt1 was significantly increased in the liver of mice after TCE exposure (Fig. 2B).

**Figure 2:**
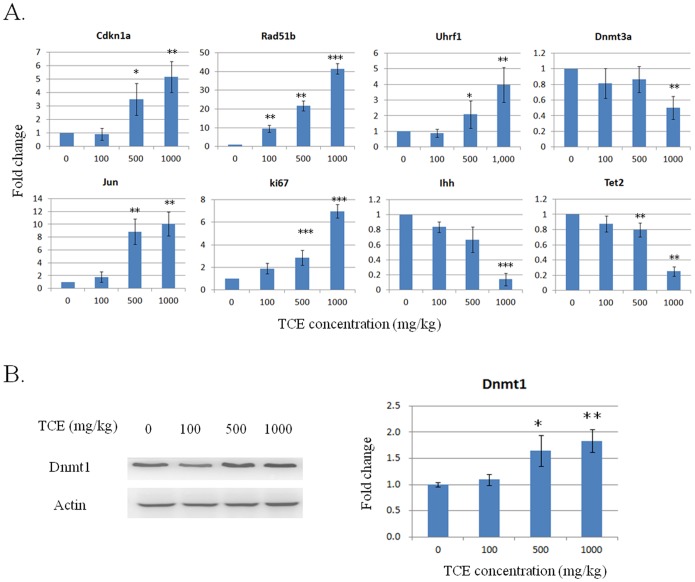
Selected gene expression changes in the liver of mice exposed to different doses of TCE (0, 100, 500 and 1000 mg/kg b.w.) (n = 3). A) qPCR analysis of selected mRNA expression changes in mouse liver. B) Western analysis of Dnmt1 protein expression levels. Fold expression at each dose was calculated against the nonexposed samples (TCE dose level at 0 mg/kg). *, p<0.05; **, p<0.01. ***, p<0.001.

**Table 1:** Comparison of mRNA expression changes detected by microarray and qPCR in mouse liver exposed to TCE at a dose level of 1000 mg/kg b.w. (n = 3).

mRNA	Microarray		qPCR	
	Fold change	p-value	Fold change	p-value
Jun	5.72	0.0044	10.08	0.0044
Cdkn1a	3.99	0.0109	5.16	0.0056
Rad51b	47.29	0.0002	41.36	0.0005
Uhrf1	5.04	0.0166	3.97	0.0065
Mki67	7.11	9.42E-05	6.97	0.0002
Svil	−3.45	0.0489	−3.03	0.0421
Cnn1	−5.26	0.0323	1.77	0.2293
Ihh	−4.17	0.0012	−7.06	0.0009
Tet2	−1.4	0.0171	−3.95	0.0093
Dnmt3a	−1.61	0.0022	−2.03	0.0052
Dnmt3b	−1.67	0.0241	−2.23	0.0201
Dnmt1	1.03	0.7328	1.90	0.1066
Myc	1.51	0.4495	1.02	0.2129

### The TCE-induced gene expression change was dose dependent

We examined the mRNA expression changes of eight genes in mouse liver treated with TCE at different dose levels and found a dose dependent trend (Fig. 2A). Especially, a significant mRNA expression increase of Rad51b was found in mouse liver treated with TCE at 100 mg/kg b.w. (Fig. 2A). The TCE-induced increase in the protein level of Dnmt1 was also dose dependent (Fig. 2B).

### TCE induced both hypo- and hypermethylation on the promoter regions of single-copy genes

To examine if the gene expression changes induced by TCE were due to DNA methylation alteration, we examined the DNA methylation status of the promoter regions of Jun, Myc, Ihh and Cdkn1a. As shown in Fig. 3A, B, the DNA methylation level of the promoter region of Cdkn1a was dose dependently decreased in TCE treated mouse liver. For samples treated with TCE at a dose level of 1000 mg/kg b.w., the reduction of DNA methylation at CpG sites 4 and 5, which locate in a *BstUI* recognizition site, was confirmed by COBRA (Fig. 3C). On the other hand, the DNA methylation level of the promoter region of Ihh was dose dependently increased (Fig. 3D, E). No DNA methylation change in the promoter regions of Jun and Myc was detected in mouse liver exposed to TCE at 1000 mg/kg b.w. (Fig. 4). Furthermore, the DNA demethylating agent 5-aza increased the mRNA expression level of both Cdkn1a and Jun in BNL CL.2 mouse hepatocytes (Table 2).

**Figure 3:**
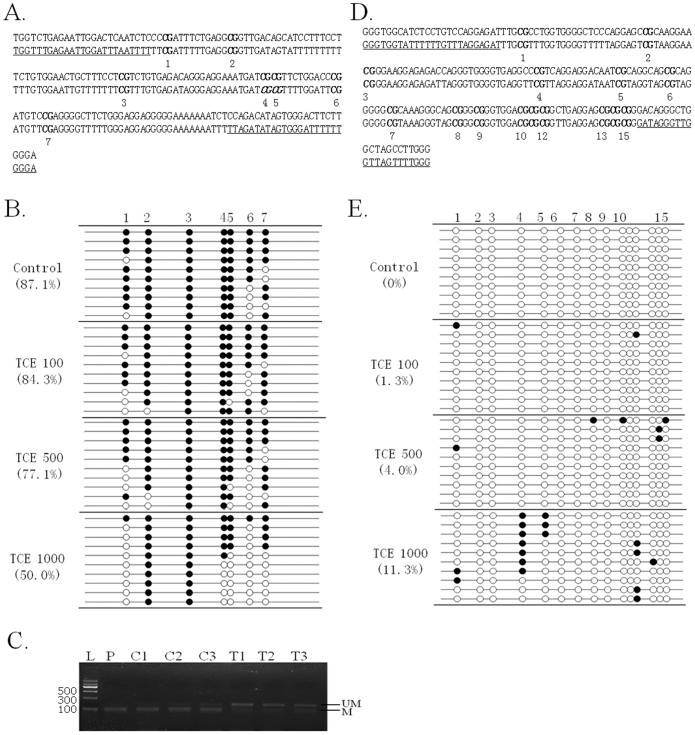
DNA methylation status of the promoter regions of Cdkn1a and Ihh in the liver of mice exposed to different doses of TCE (0, 100, 500 and 1000 mg/kg b.w.) (n = 3). A, D) Nucleotide sequences of Cdkn1a and Ihh promoter region fragments (upper strands) and the corresponding bisulphite-converted sequences (lower strands). CpG dinucleotides are numbered and marked in bold. The restriction enzyme cut sites are marked in italic. Primer sequences are underlined. B, E) Bisulfite sequencing of the Cdkn1a and Ihh promoter regions. Open and closed circles indicate unmethylated and methylated CpG sites respectively. Percent methylation is shown in parentheses. C) COBRA result of the promoter region of Cdkn1a at CpG4-5(CGCG) by *BstUI* 184 bp (84/100); L: Tiangen DNA ladder II; P, positive control by treating mouse genomic DNA with M.SssI. C, liver samples from mice exposed to corn oil; T, liver samples from mice exposed to TCE at 1000 mg/kg b.w. M, methylation; UM, unmethylation.

**Figure 4:**
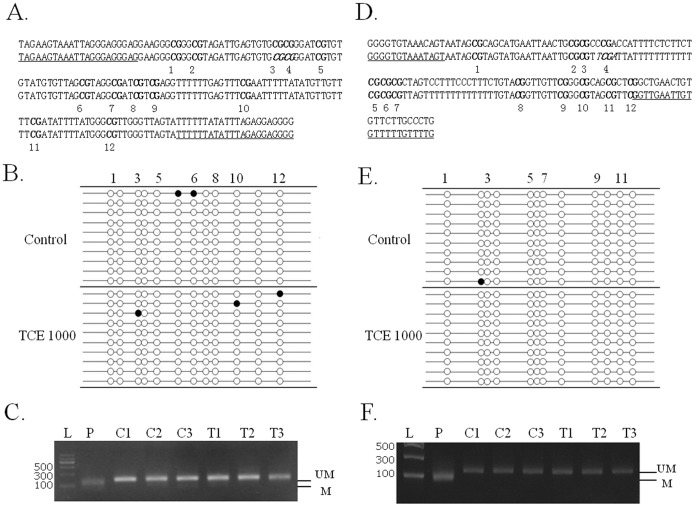
DNA methylation status of the promoter regions of Jun and Myc in the liver from mice exposed to TCE at 0 or 1000 mg/kg b.w. (n = 3). A, D) Nucleotide sequences of Jun and Myc promoter region fragments (upper strands) and the corresponding bisulphite-converted sequences (lower strands). CpG dinucleotides are numbered and marked in bold. The restriction enzyme cut sites are marked in italic. Primer sequences are underlined. (B, E) Bisulfite sequencing of the Jun and Myc promoter regions. Open and closed circles indicate unmethylated and methylated CpG sites respectively. C) COBRA result of the promoter region of Jun at CpG3,4 (CGCG) by *BstUI* 171 bp (49/122). F) COBRA result of the promoter region of Myc at CpG4 (TCGA) by *TaqI* 132 bp (88/43). L: Tiangen DNA ladder; P, positive control by treating mouse genomic DNA with M.SssI. C, control liver samples; T, liver samples treated with TCE at 1000 mg/kg b.w. M methylation; UM, unmethylation.

**Table 2:** mRNA expression changes in BNL CL.2 mouse liver cells after 5aza treatment (n = 3).

mRNA	Fold change	p-value
Cdkn1a	2.10	0.0312
Jun	3.70	0.0368
Myc	1.16	0.2129
Ihh	1.96	0.0769
Rad51b	−1.65	0.2620

### TCE treatment did not affect global DNA methylation

We next detected the DNA methylation status of three major repetitive DNA elements, including LINE-1, LAP-LTR (intracisternal A particle long terminal repeat retrotransposons) and SINE B1, which could be served as indicators for global DNA methylation change [18]. As shown in Fig. 5A–C and S1 Fig., none of the repetitive elements showed DNA methylation change in mouse liver exposed to TCE at 1000 mg/kg b.w. Because the bisulfite treatment technique we used to detect gene specific methylation cannot distinguish the difference between 5-hydroxymethylcytosine (5-hmC) and 5-methylcytosine (5-mC), we further performed LC-MS/MS to directly detect global 5-mC level and found no significant change in mouse liver after TCE exposure (Fig. 5D).

**Figure 5:**
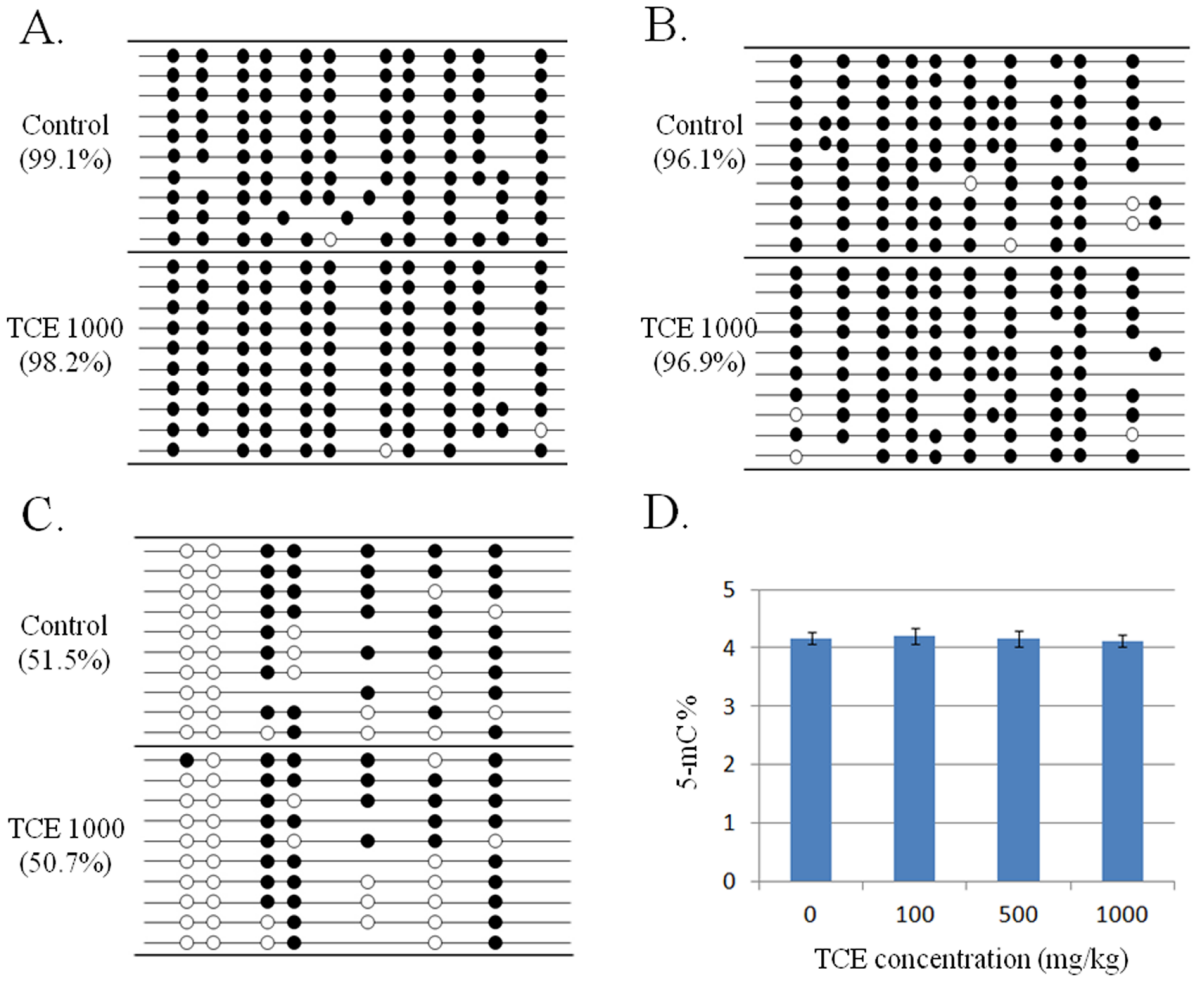
Global DNA methylation status of the liver of mice exposed to TCE. A–C) Bisulfite sequencing of the LINE-1, LAP-LTR and SINE B1 repetitive elements in the liver of mice treated with TCE at 0 or 1000 mg/kg b.w. Open and closed circles indicate unmethylated and methylated CpG sites respectively. Some sites are absent from the sequences in some clones due to mutations in the particular copies of the repetitive sequences. Percent methylation is shown in parentheses. D) The content of 5-mC detected by LC-MS/MS. (n = 5).

## Discussion

TCE has been reported as a hepatic carcinogen in experimental animals as well as in human epidemiologic studies [1], [2], [4], but the exact molecular mechanism(s) involved in TCE-induced hepatocarcinogenesis remain elucidated. In this study, we observed the dysregulation of a number of genes involved in PPAR, proliferation and apoptosis pathways in mouse liver after 1000 mg/kg TCE exposure. Especially, the expression of Mki67, a cell proliferation-associated nuclear marker, increased dose dependently in TCE treated mouse liver. TCA, the main liver metabolite of TCE, is a ligand for peroxisome proliferator activated receptors (PPARs), and peroxisome proliferation has been reported in mouse liver after TCE exposure [7], [19]. Hepatocyte hyperplasia and increased liver-to-body weight have also been frequently observed in TCE-exposed mouse liver [7], [20].

It is interesting that the mRNA expression levels of three HR-related genes (Rad51, Rad51b and Rad51ap1) were dramatically increased in the liver of mice administered with TCE at 1000 mg/kg b.w. For Rad51b, TCE exposure at a dose level of 100 mg/kg b.w. could lead to a significant mRNA overexpression. Moreover, the TCE-induced mRNA overexpression of Rad51b was dose dependent. HR catalyzed by the Rad51 is a major mechanism involved in the elimination of DNA double-strand breaks, and dysfunction in HR results in inappropriate recombination and genomic instability. Rad51b promotes the assembly of Rad51 nucleoprotein filaments while Rad51ap1interacts with Rad51 to enhance its recombinase activity [21]–[23]. To our knowledge, the current study demonstrates for the first time that TCE exposure could dysregulate the expression of HR-related genes in mouse liver, which might have led to hyperactivity of HR resulting in genomic fragility and tumorgenesis.

The mRNA expression level of Cdkn1a and Ihh could be affected by the DNA methylation status of their promoter regions [24], [25]. Cdkn1a plays a key role in the p53-mediated cell cycle arrest. Over-expression of Cdkn1a has been observed in HCC tissues, which might promote liver regeneration and prevents pre-cancerous lesions from undergoing apoptosis, thereby contributing to oncogenesis [26], [27]. Ihh, a ligand in fetal morphogenic signaling pathway, has also been reported to be down-regulated in serious cancers [28]. Here, we demonstrated that the promoter regions of Cdkn1a and Ihh were hypo- and hypermethylated respectively in mouse liver after TCE exposure, which correlated negatively with their mRNA expression changes. The correlation between DNA hypomethylation and mRNA overexpression of Cdkn1a was confirmed by treating mouse hypatocytes with DNA demethylation agent 5-aza.

Tao *et* *al.* reported that TCE could induce DNA hypomethylation and mRNA overexpression of Jun and Myc in mouse liver [15]. Jun and Myc, two well-known oncogenes, are critical promoters of cellular proliferation. Dysregulated expression and activation of the two genes are frequently observed in cancers [29], [30]. In this study, the mRNA expression level of Jun was increased, but no DNA methylation change was found in its promoter region. Because bisulfite sequencing can only detect the DNA methlation status of a short DNA fragment, we cannot role out the possibility that TCE might cause DNA methylation change in other part of the Jun promoter. In fact, the mRNA expression level of Jun was increased in mouse liver cells after 5-aza treatment, indicating that the DNA methylation status of Jun can modulate its mRNA expression level in mouse liver. For Myc, we did not find any change in DNA methylation or mRNA expression. The inconsistence between our study and Tao *et* *al.* might be due to animal difference. Overexpression of Myc mRNA and protein has been reported in some mice strains but not in B6C3F1 mice [31].

It has been suggested that TCE induced DNA hypomethylation by depleting the availability of SAM, the main substrate for methylation reactions [32]. However, we found that TCE not only induced DNA hypomethylation of Cdkn1a, but also caused hypermethylation of Ihh in mouse liver after TCE exposure. In addition, the DNA methylation status of repetitive sequences as well as global 5-mC level was not changed. TCE induced hypermethylation of Serca2 promoter region has also been reported in cardiac myoblast cells and rat embryonic heart [33]. Thus, the TCE induced DNA methylation change cannot be simply explained by the shortage of SAM. We noticed that a number of genes involved in the regulation of DNA methylation (Uhrf1, Tet2, Dnmt1, Dnmt3a and Dnmt3b) showed significant expression changes in mouse liver after TCE exposure. Uhrf1, which has been reported to be over-expressed in HCC, can recruit the maintenance DNA methyltransferase Dnmt1 to repress tumor suppressor gene expression [34]. Tet2, a 5-methylcytosine oxidase, is involved in active DNA demethylation [35]. The overexpression of Uhrf1 and Dnmt1 as well as the down-regulation of Tet2 might account for the hypermethylation of the promoter region of Ihh and its mRNA down-regulation. On the other hand, the down-regulation of Dnmt3a and Dnmt3b, two *de novo* DNA methyltransferase, might be responsible for the hypomethylation of the promoter region of Cdkn1a and its mRNA overexpression. Further work need to be down to validate the contribution of aberrant expression of DNA methylation regulating genes to TCE-induced promoter DNA methylation changes.

In conclusion, our findings indicate that in mouse liver TCE-induced DNA methylation changes might disturb the transcriptional regulation of genes targeting various signal pathways that affect tumorgenesis. The aberrant expression of key genes involved in the regulation of DNA methylation could account for the TCE-induced DNA methylation alteration. Our research may shed light on non-genotoxic mechanism(s) in TCE-induced hepatocarcinogenesis, which is vital for the assessment of human relevance and existence of threshold.

## Supporting Information

S1 Fig **DNA methylation status of IAP promoter region by COBRA.** A) Nucleotide sequences of IAP promoter region fragments (upper strands) and the corresponding bisulphite-converted sequences (lower strands). CpG dinucleotides are numbered and marked in bold. The restriction enzyme *BstUI* cut sites are marked in italic. Primer sequences are underlined. B) COBRA result of the promoter region of IAP at CpG2,6 (TCAG) by 263 bp (41/54/168); L: Tiangen DNA ladderII; P, positive control by treating mouse genomic DNA with *M.SssI.* C, liver samples from mice exposed to corn oil; T, liver samples from mice exposed to TCE at 1000 mg/kg b.w. M, methylation; UM, unmethylation.
(DOC) Click here for additional data file.

S1 Table **Primers used and the corresponding annealing temperatures (AT).**
(DOC) Click here for additional data file.

S2 Table **mRNAs with over two fold significant expression change by microarray in mouse liver exposed to TCE at 1000 mg/kg b.w.**
(DOC) Click here for additional data file.

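S2 Table lists 431 probes, each with a P value, a fold change and a direction, 292 of them marked up and 139 marked down. They are array probes for mRNAs, and the table was chosen by the study on the same 6 arrays, so that testing its probes again describes the list and is not independent evidence. All 431 were among the probes detected here, all changed in the direction of the table, and all had a fold change within 5% of the listed one. With the methods' t-test all 431 had an unadjusted P of 0.05 or less at a fold change of 2 or more. Of these probes, 245 were past the limma threshold with adjustment over all detected probes, 182 higher and 63 lower, and 431 were past it when adjusted over the list alone. The signal of 81 listed probes was not well above background on any array of a group, in 64 cases the control group and in 17 the TCE group, and their listed fold changes depend on values near background.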

# Supplementary material for: Trichloroethylene-Induced Gene Expression and DNA Methylation Changes in B6C3F1 Mouse Liver
**Source:** PLoS One. 2014 Dec 30;9(12):e116179. doi: 10.1371/journal.pone.0116179
**Supplement:** S1 Fig — DNA methylation status of IAP promoter region by COBRA. A) Nucleotide sequences of IAP promoter region fragments (upper strands) and the corresponding bisulphite-converted sequences (lower strands). CpG dinucleotides are numbered and marked in bold. The restriction enzyme BstUI cut sites are marked in italic. Primer sequences are underlined. B) COBRA result of the promoter region of IAP at CpG2,6 (TCAG) by 263 bp (41/54/168); L: Tiangen DNA ladderII; P, positive control by treating mouse genomic DNA with M.SssI. C, liver samples from mice exposed to corn oil; T, liver samples from mice exposed to TCE at 1000 mg/kg b.w. M, methylation; UM, unmethylation.

**Supplemental Figure 1. DNA methylation status of IAP promoter region by COBRA.**

A) Nucleotide sequences of IAP promoter region fragments (upper strands) and the corresponding bisulphite-converted sequences (lower strands). CpG dinucleotides are numbered and marked in bold. The restriction enzyme *BstUI* cut sites are marked in italic. Primer sequences are underlined. B) COBRA result of the promoter region of IAP at CpG2,6 (TCAG) by *TaqI* 263bp (41/54/168); L: Tiangen DNA ladder Ⅱ; P, positive control by treating mouse genomic DNA with *M.SssI.* C, liver samples from mice exposed to corn oil; T, liver samples from mice exposed to TCE at 1000mg/kg b.w.. M, methylation; UM, unmethylation.

**
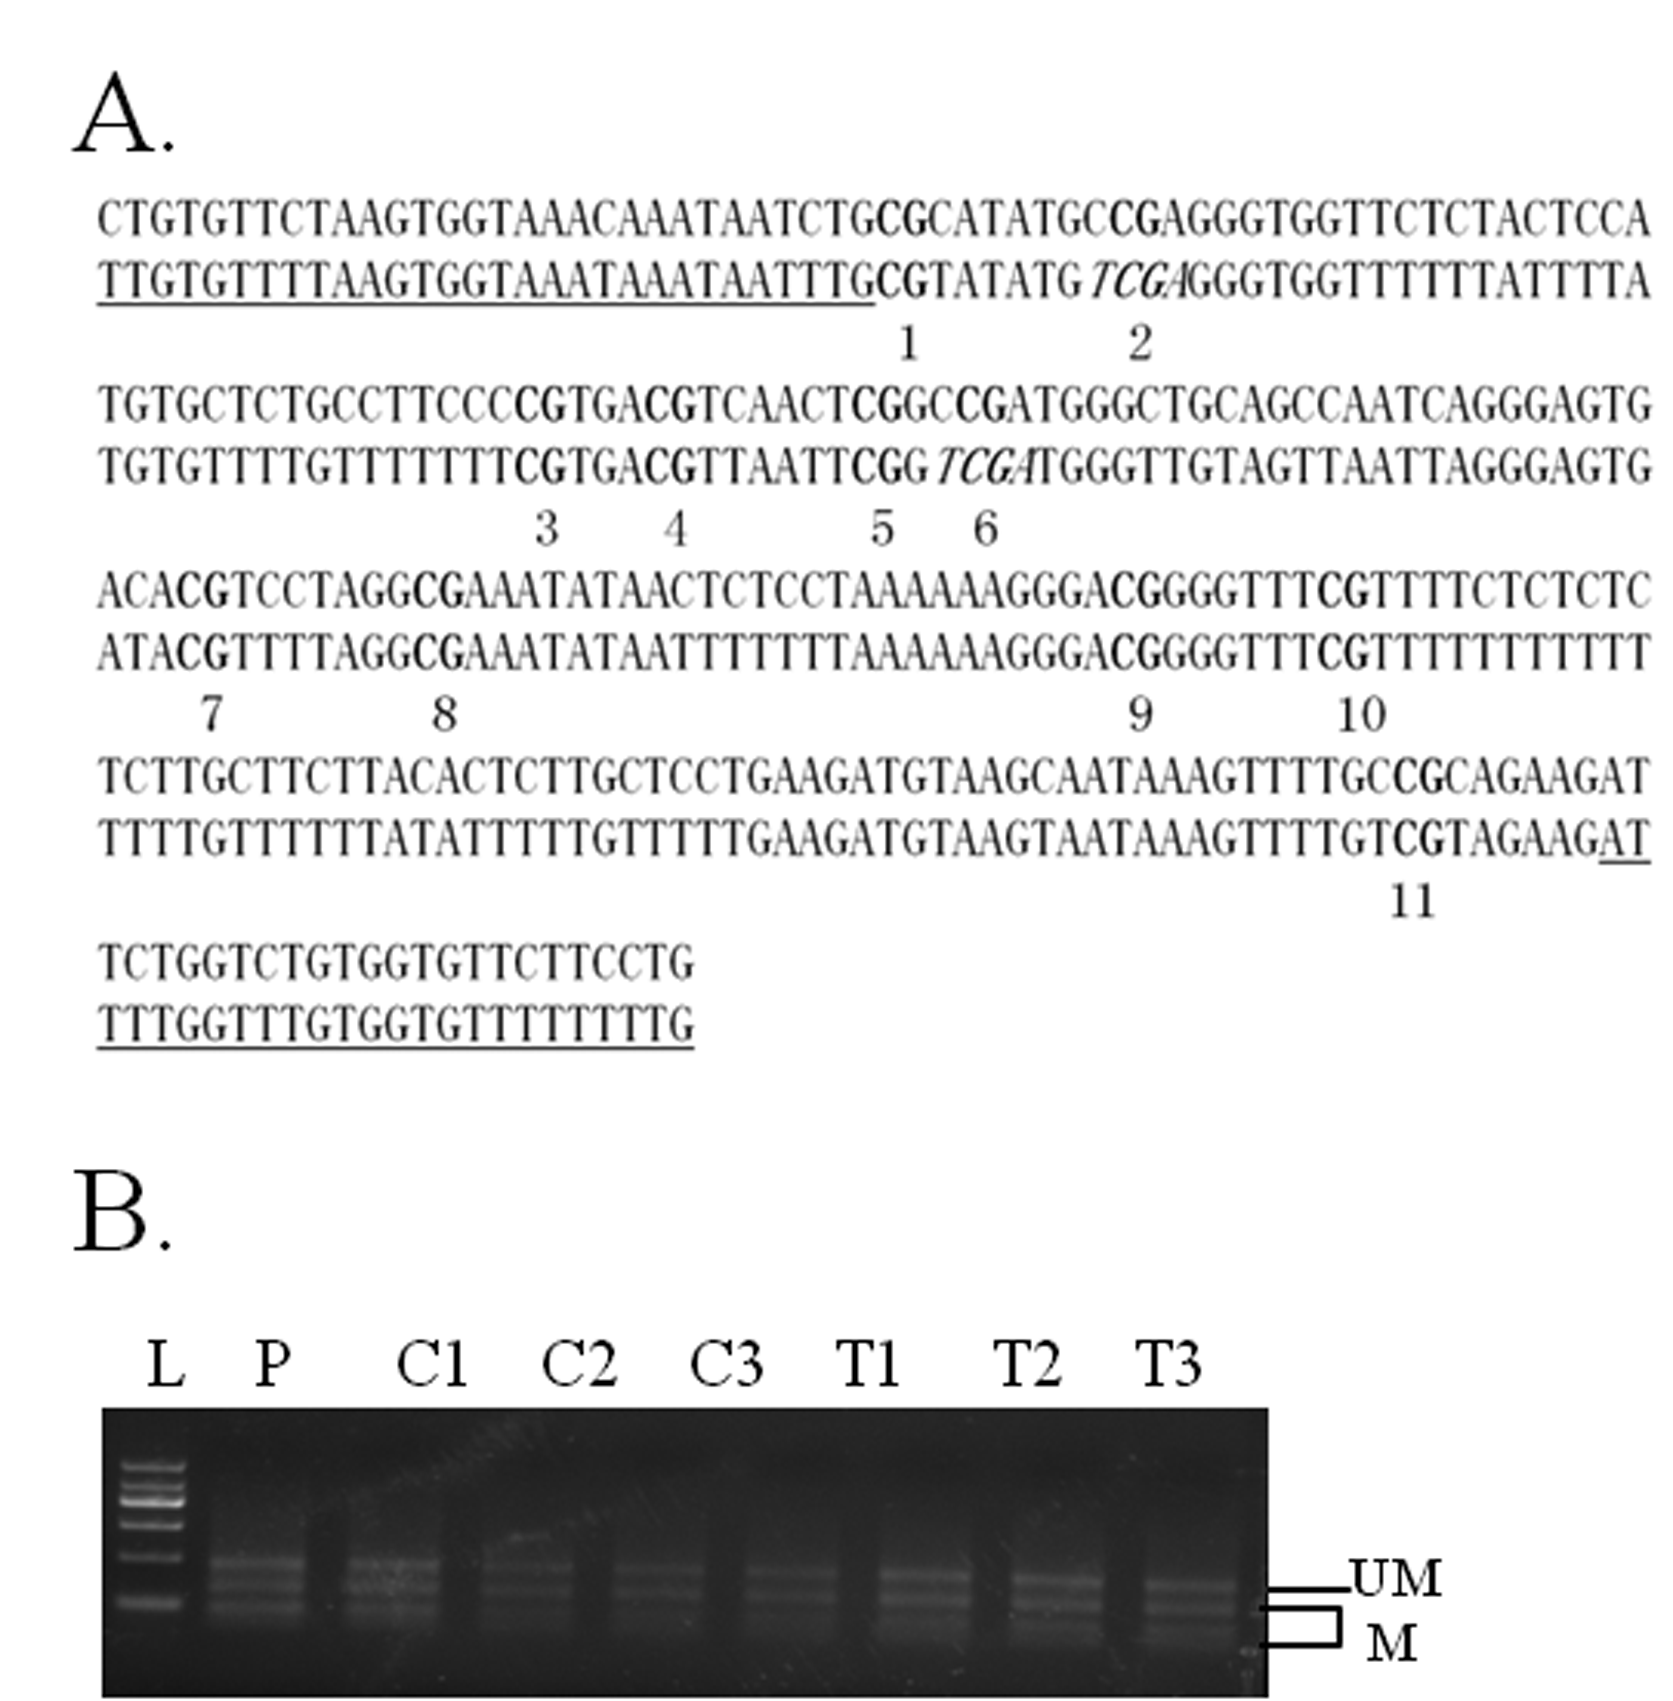
**

# Supplementary material for: Trichloroethylene-Induced Gene Expression and DNA Methylation Changes in B6C3F1 Mouse Liver
**Source:** PLoS One. 2014 Dec 30;9(12):e116179. doi: 10.1371/journal.pone.0116179
**Supplement:** S1 Table — Primers used and the corresponding annealing temperatures (AT).

**Supplemental Table 1.** **Primers used and the corresponding annealing temperatures (AT).**

|  | Gene Name | Sense | Antisense | PCR Length (bp) | AT (℃) |
| --- | --- | --- | --- | --- | --- |
| RT-PCR | Jun | AGCAGGGACCCATGGAAGTT | ATGCACAAGCAAAGGTCATCTTT | 92 | 60 |
| Cdkn1a | GACAGTGAGCAGTTGCG | CTCAGACACCAGAGTGC | 288 | 60 |
| Rad51b | GGGCTGTGGTCTACATCGAC | CTCGGCAAAGATGAACTCTA | 138 | 60 |
| Uhrf1 | CCACACCGTGAACTCTCTGTC | GGCGCACATCATAATCGAAGA | 155 | 60 |
| Myc | TCTCCACTCACCAGCACAACTACG | ATCTGCTTCAGGACCCT | 103 | 60 |
| Svil | GCTAGTGACTCATCGGCTGC | GGAGCCCGAACTATGGA | 178 | 60 |
| Ihh | CTCTTGCCTACAAGCAGTTCA | CCGTGTTCTCCTCGTCCTT | 156 | 60 |
| Tet2 | AGAGAAGACAATCGAGAAGTCGG | CCTTCCGTACTCCCAAACTCAT | 104 | 60 |
| Dnmt1 | AAGAATGGTGTTGTCTACCGAC | CATCCAGGTTGCTCCCCTTG | 178 | 60 |
| Dnmt3a | GAGGGAACTGAGACCCCAC | CTGGAAGGTGAGTCTTGGCA | 216 | 60 |
| Dnmt3b | AGCGGGTATGAGGAGTGCAT | GGGAGCATCCTTCGTGTCTG | 73 | 60 |
| Gapdh | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA | 123 | 60 |
| BSP | Cdkn1a | TGGTTTGAGAATTGGATTTAATTTT | TCCCAAAAAATCCCACTATATCTAA | 184 | 55 |
| Ihh | GGGTGGTATTTTTTGTTTAGGAGAT | CCCAAAACTAACCAACCCTATC | 192 | 55 |
| Jun | TAGAAGTAAATTAGGGAGGGAG | CCCCTCCTCTAAATATAAAAAA | 171 | 55 |
| Myc | GGGGTGTAAATAGTAATAGT | CAAAACAAAAACACAATTCAACC | 132 | 55 |
| LINE-1- | GGGGTGTAAATAGTAATAGT | CAAAACAAAAACACAATTCAACC | 266 | 55 |
| IAP-LTR | TTGTGTTTTAAGTGGTAAATAAATAATTTG | CAAAAAAAACACACAAACCAAAAT | 263 | 55 |
| SINE B1 | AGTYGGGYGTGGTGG | CTTATAAACCAAACTAACCTC | 92 | 55 |

# Supplementary material for: Trichloroethylene-Induced Gene Expression and DNA Methylation Changes in B6C3F1 Mouse Liver
**Source:** PLoS One. 2014 Dec 30;9(12):e116179. doi: 10.1371/journal.pone.0116179
**Supplement:** S2 Table — mRNAs with over two fold significant expression change by microarray in mouse liver exposed to TCE at 1000 mg/kg b.w.

**Supplemental Table 2.** **mRNAs with over two fold significant expression change by microarray in mouse liver exposed to TCE at 1000 mg/kg b.w.. (n=3).**

How the deposited data were processed for this re-analysis (not part of the article)

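Liver RNA of 3 control mice and of 3 mice given TCE at 1000 mg/kg b.w. for 5 days was measured on 1-colour microarrays, 1 array per mouse and none pooled. The authors scanned the arrays and extracted the spots with Feature Extraction 10.7.1.1, whose deposited output gives, for each of 62976 spots, an intensity after subtraction of background and correction of trends within the array, the mean pixel intensity, the local background intensity and flags. The authors also deposited a table with the mean intensity of each group, the mean of the quantile-normalized log2 values of each group, detection flags for each array and GO annotation. That table holds no normalized value for single mice, so tests were run on the scanner output.

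Controls were left out, which left 59305 spots of 55681 probes. Between 123 and 189 spots per array carried an outlier flag and were set to missing. The processed intensity was put on the log2 scale with no pseudocount, spots of a probe were averaged, and the arrays were quantile normalized over all probes that are not controls. Probe positions are those of the array annotation on mm9. The median number of probes well above background was 24122 in control mice and 23646 in TCE mice. A signal below that level is not measured precisely, and fold changes against it are given as limits.

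Probes well above background on all 3 arrays of at least 1 group were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, group as the only factor), with data.table 1.17.8 and statmod 1.5.0. The threshold was a Benjamini-Hochberg adjusted p of 0.05 or less and a fold change of 2 or more. A gene was counted when any of its probes was past the threshold. In gene lists the detected probe with the highest mean signal stood for the gene. A gene named on its own was represented by the probe that S2 Table lists, and where the table does not list it, by the detected probe with the highest mean signal. Lists were tested with camera at an inter-gene correlation of 0.01 and with fry, on genes without a missing value, and 7 detected probes have one. GO terms were counted by exact identifier without parent terms and tested with Fisher's exact test (one-sided). The exact permutation test (two-sided) used all 20 ways to choose 3 of 6 mice.

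The genes named are those in the paper's Results or Table 1, apart from 1 that is not reported here, the 5 largest rises and 5 largest falls past the threshold, by fitted change, whose groups do not overlap, up to 6 members of each list with the largest changes past the threshold, and the 5 largest changes past the threshold among genes outside S2 Table and among lincRNA probes. The design, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The gene lists were written after S2 Table had been read, and that table comes from these same arrays. Their tests are thus not independent of the data. The alternatives were another normalization, another background correction (normexp with an offset of 50), the authors' deposited table, other filters on dim probes, outlier spots kept, blocks for replicate number and slide, array weights, another variance model, each mouse left out, other tests and thresholds, and another rule for genes with several probes. The GO test, the detection flags of the deposited table, unadjusted p values for named genes and the removal of RIKEN names were added after the data were examined.

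The procedure was tested on simulated data with the spread of the real arrays: 5 draws of 22724 probes, of which 200 were changed. By limma 85.8% of the changed probes were past the threshold, with 5.4 false calls per draw and 0 calls in the wrong direction. The methods' t-test without adjustment found 96.7% with 75.2 false calls per draw, and with adjustment 65.5%. Among simulated lists of 30 genes the highest camera p of a list shifted by 0.5 was 1.3e-16, and the lowest of an unshifted list was 0.256. These rates and p values describe the simulated data and need not hold for the real arrays, where genes of a list can vary together. On the real arrays, from 3 to 7 lists were past an adjusted p of 0.05 by camera in each other split of the mice. Those splits keep part of the difference between the groups, so they do not give a rate of false lists either. Animals at other doses, qPCR, western blots, DNA methylation and cultured cells were not analysed here, since the arrays cover only these 6 mice.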

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

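These results lie outside the genes and processes that the paper discusses. The 5 lists below were picked out after all lists had been tested, because they were past an adjusted p of 0.05 by both camera and fry. The lists were written after S2 Table had been read. It holds 8 of 24 male-biased genes as listed and 5 of 26 for cholesterol synthesis. For ER chaperones it holds 4 of 22, for ATF4 targets 6 of 24 and for neutrophils 2 of 14. The tests of RIKEN names, of less food eaten and of unfolded proteins, and the count of lincRNAs by locus, were chosen after the results were seen.

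The paper reports on mRNAs, and the arrays also measured lincRNAs. Of the detected lincRNA probes, 25 were past the threshold, 11 higher and 14 lower in the TCE group. They lie at 17 loci, when probes within 10 kb are joined. By the fitted change, whose order is uncertain for probes with limits, those at the top were A_30_P01018914 (chromosome 9, 78116834 to 78116893, log2 fold change 3.81), A_30_P01028766 beside it (3.07), A_30_P01031470 (chromosome 6, 31037838 to 31037897, at least 3.15-fold higher), A_30_P01020056 (chromosome 6, 134879147 to 134879206, at least 1.59-fold higher) and A_30_P01030413 (chromosome 6, 83406275 to 83406334, at least 2.26-fold lower). Singled out after its values were seen, a locus on chromosome 17 (32044827 to 32045145) had 5 probes that fell together, with log2 fold changes from -1.97 to -1.83. Noise near background is argued against for 14 of the 25 probes, which were well above background in all 6 mice and past the threshold with that filter too, and it stays open for the others. At 2 of the 17 loci a coding gene within 100 kb, Gm3776 or 1190002F15Rik, changed in the same direction, so that transcripts of the neighbour could be the source there. By probe, 5 of 25 had such a neighbour, or 20%, against 1.56% of 3072 other lincRNA probes (Fisher's exact test, two-sided, p = 5.0e-05), but 4 of the 5 lie at the same locus and are not independent. The real grouping gave the largest lincRNA count of 10 splits of the mice, 1 of 10, while the next largest gave 5 probes. A share under 0.1 is impossible with 3 mice per group, so the splits cannot decide on chance. The limma adjusted p of the 25 probes ran from 0.00176 to 0.0493. The probes were chosen at 0.05 or less by that same test, so this range is not separate evidence against chance. An effect of TCE on these loci remains a hypothesis.

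Among the genes past the threshold, 10 are not listed in S2 Table, 8 higher and 2 lower. All 10 are named by RIKEN clones. The count ranged from 6 without control mouse 2 to 48 without TCE mouse 3, and from 0 to 109 under the other settings. Those at the top by the fitted change were 1190002F15Rik (at least 6.39-fold higher), 4930525G20Rik (log2 fold change 1.98), 2010003K11Rik (1.83), 4930579G24Rik (at least 2.94-fold higher) and 1700013F07Rik (at least 1.58-fold lower). With the methods' t-test at an unadjusted P of 0.05, 451 genes changed, of which 23 have RIKEN names. S2 Table holds 3 of these 23 and all of the other 428, so that 20 are missing and all of them are RIKEN names (Fisher's exact test, two-sided, p = 5.5e-32). This is consistent with most RIKEN names having been left out when the table was made, although the paper states no such step.

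Genes that are higher in male than in female liver fell. The list of 21 had a median log2 fold change of -0.61, 18 members were lower (camera adjusted p = 3.1e-09, fry adjusted p = 0.00347), and 7 were past the threshold, among them Serpina12, Ihh, Hsd3b5 (-1.83), Cyp7b1 (-1.43) and Mup21 (-1.29). A single array and the processing are argued against as the whole cause, since the median closest to 0 was -0.52 with a mouse left out and -0.57 under another background correction, normalization or filter, past an adjusted p of 0.05 each time. The effect of TCE stays open as a hypothesis. A shift toward the female pattern could not be decided: the female-biased list without 2 targets of PPARalpha had a median of 0.038, with 7 of 13 members higher, and was not past 0.05 by camera.

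The 26 genes of cholesterol synthesis had a median log2 fold change of -0.45, with 22 lower (camera adjusted p = 6.5e-07, fry adjusted p = 0.0234). Mvd (-1.59), Sc4mol (-1.41) and Sqle (-1.38) were past the threshold. The median closest to 0 was -0.36 with a mouse left out and -0.39 under another background correction, normalization or filter. Mice that ate less could show such a fall, but then the genes of fatty acid synthesis should fall as well, and their median was 0.53 (camera adjusted p = 1.7e-05). Less food alone is thus argued against as the cause of both the fall of cholesterol synthesis and the rise of fatty acid synthesis. The test cannot decide whether less food caused the fall of cholesterol synthesis by itself, or the rise of the PPARalpha targets. A separate effect could have raised the fatty acid synthesis genes and hidden their fall. Food intake was not measured.

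Chaperones of the endoplasmic reticulum (ER) fell while targets of ATF4, a factor of the stress response, rose. The 22 ER genes had a median log2 fold change of -0.30 (camera adjusted p = 3.1e-04, fry adjusted p = 0.0225), 17 were lower, and Derl3 and Sdf2l1 (-1.17) were past the threshold, as was Dnajb9 in the other direction (1.33). The 22 ATF4 targets had a median of 0.50 (camera adjusted p = 3.1e-04, fry adjusted p = 0.00620), 18 were higher, and Atf3, Gdf15 and Vldlr (2.17) were past the threshold. Closest to 0 the medians were -0.27 and 0.34 with a mouse left out, and -0.25 and 0.36 under another background correction, normalization or filter, and the ATF4 median was 0.28 with array weights, past an adjusted p of 0.05 each time. Unfolded proteins, which raise ER chaperones, are argued against as the cause of the ATF4 response, since the chaperone median was -0.30. Other triggers of ATF4 were not tested. Of the 24 listed ATF4 targets, 7 are also in other lists, so their rise is not fully separate from the shifts of those lists.

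The 6 detected neutrophil genes, of 14 listed, were all higher, with a median log2 fold change of 0.40 (camera adjusted p = 0.0334, fry adjusted p = 0.0225). Prtn3 alone was past the threshold, at least 2.68-fold higher, and S100a8 had a log2 fold change of 1.19 (limma adjusted p = 0.0886). The result is fragile: the median was 0.14 without the filter on dim probes (adjusted p = 0.227) and 0.32 at the lowest with a mouse left out, and over 18 settings with a test the list was past an adjusted p of 0.05 in 11. An influx of cells, a change of expression and noise cannot be told apart with 6 genes.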

How the results depend on the processing

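The alternatives were set before the data were examined, except for the GO test, the unadjusted tests of named genes and the detection flags of the deposited table, which were chosen after the results were seen and of which the last changed no call. No named gene or gene list past its threshold changed direction under any of them. The cause of the changes below was not tested unless stated.

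Counts past the threshold are given in the order of probes higher and lower, genes higher and lower, lincRNA probes, and S2 Table probes. Without the filter on dim probes, which adds tests, they were 78 and 18, 62 and 14, 8, and 61. With probes well above background in all 6 mice, which removes probes, 149 probes and 126 genes were higher and 15 were lincRNA probes. With normexp, 14 lincRNA probes were left. With slide as a block, 147 and 30, 119 and 24, 12, and 128. Control mouse 1 was alone on its slide, so the block takes that array out of the comparison. It is thus not a check separate from leaving that mouse out. Array weights gave 148 probes and 104 genes lower and 41 lincRNA probes. The methods' t-test without adjustment gave 388 and 206, 307 and 144, 60, and 431, and with adjustment 31 and 4, 22 and 3, 1, and 24. Limma with an unadjusted p gave 451 and 299, 347 and 193, 97, and 431. With no minimum fold change, 131 probes were lower and 44 lincRNA probes were past the threshold. The share of higher genes was 74.6% and became 77.3% with the 75th percentile and 70.5% with normexp. Over all settings it ran from 64.3% with an unadjusted limma p to 89.9% without control mouse 2. With each mouse left out, which lowers the number of arrays, probes higher ranged from 99 to 171 and lower from 15 to 74, genes higher from 80 to 141 and lower from 9 to 50, lincRNA probes from 8 to 21, and S2 Table probes from 82 to 150. Leaving out control mouse 2 gave the fewest probes and genes, and leaving out TCE mouse 1 the fewest lincRNA probes.

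The share of genes with the term metabolic process was no longer enriched at 6.85% without the filter on dim probes, 8.39% with array weights, 8.55% with another variance model, 7.49% with the methods' t-test, 8.33% with that test adjusted and 7.24% with an unadjusted limma p, nor with any mouse left out (5.95% to 9.38%). Cell cycle was not enriched at 5.75% with probes above background in all 6 mice, where cell division had 5.17% and stayed enriched. The lowest share of mitosis over the 15 other settings was 4.60%, and it stayed enriched in each. Under the adjusted t-test, which left few genes, cell cycle and cell division (12.5% each) and oxidation-reduction process (16.7%) were not enriched, and positive regulation of cell proliferation had 0 genes, and it was not enriched without the filter either. Negative regulation of apoptosis and lipid metabolic process were each lost in 2 of 15 other settings. Transmembrane transport was no longer enriched with any mouse left out and in 5 of 15 other settings.

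The xenobiotic list was past an adjusted p of 0.05 with the 75th percentile (median -0.094), without control mouse 2 (-0.12) and without TCE mouse 1, and with each mouse left out its median ranged from -0.13 without TCE mouse 1 to 0.0065 without TCE mouse 3. Immediate early genes were not past it at a median of 0.64 with probes above background in all 6 mice, and the apoptosis list was past it by fry, at 0.12.

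Cdkn1a came to an adjusted p under 0.05 with normexp (1.57), array weights (1.82), and another variance model (1.99), and without adjustment by both tests (1.99). Uhrf1 did so with normexp (0.91) and without adjustment (2.33), and Dnmt3a with array weights (-0.73), another variance model and without adjustment (-0.68 in these). Tet2 (-0.49), Dnmt3b (-0.74), Svil (-1.80) and Cnn1 (-2.36) did so only without adjustment, apart from Cnn1 without TCE mouse 3 (-3.05, in a range up to -2.01 over the mice left out). Jun was above 0.05 without the filter on dim probes (2.52), with slide as a block (2.40) and with each mouse left out except control mouse 3 (2.23 to 2.84). Ihh (-2.07) was above it without the filter. Leaving out control mouse 3 or TCE mouse 1 did so for the log2 fold change of Ihh (-2.11 and -1.97), which ranged from -2.23 to -1.90. Of the fits with 1 mouse left out for the other named genes and lincRNA probes, 159 of 330 lost the call, in all 6 fits for Gsta2, Aox3, Ces2a, Cyp7b1, 1700013F07Rik and A_30_P01020056.

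Mice with the same replicate number in the labels do not deviate together: the correlations of their deviations were 0.09, 0.01 and -0.09, so that the numbers do not pair the mice. With the number as a block in the limma fit, the counts were 56 and 7 probes, 43 and 6 genes, 2 lincRNA probes and 45 S2 Table probes, metabolic process had 4.35%, below the background, and Jun (2.52) and Rad51ap1 (2.23) were above an adjusted p of 0.05. The block uses up degrees of freedom.

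The signal over background limits what can be said of dim probes, whose fold changes are limits that hold for the main background correction only. The authors' deposited table gives group means only, and allows no test.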

Differences from the paper's values

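The paper states that 431 mRNAs changed, 291 up and 140 down. Here 256 genes were past the threshold, 191 up-regulated and 65 down-regulated. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's with array weights, with the methods' t-test without adjustment (451), with an unadjusted limma p (540) and with no minimum fold change (355). The methods' t-test is the one the paper names. For up-regulated genes this held with these settings and with the 75th percentile, another variance model and the mean of all probes, and for down-regulated genes with array weights (104), the methods' t-test (144) and an unadjusted limma p (193). The other alternatives did not come within it. S2 Table itself lists 292 probes as up and 139 as down.

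For metabolic process the paper gives 13.9% of the changed genes, and the value here was 9.05%, from a GO test that was chosen after seeing the data. It came within 1.5 times of the paper's with the 75th percentile, normexp (13.5%), probes above background in all 6 mice, slide as a block, without control mouse 1 and with no minimum fold change, and not with the other alternatives. The other terms with a percentage in the paper's text were within 1.5 times by limma, but not with the methods' t-test without adjustment. There oxidation-reduction process had 9.84% against the paper's 17.3%, cell cycle 9.60% against 16.5% and cell division 7.73% against 13%.

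For Mki67 the paper's Table 1 gives a microarray fold change of 7.11, and the probe that S2 Table lists gave 5.44, which no alternative brought to the paper's value. The second Mki67 probe, looked at after the values were seen, gave 7.11.

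The paper calls several genes significantly changed that were not past an adjusted p of 0.05 here. These are Cdkn1a (0.0567), called with normexp, array weights, another variance model and both unadjusted tests, and Uhrf1 (0.0740), called with normexp and both unadjusted tests. Dnmt3a (0.0581) was called with array weights, another variance model and both unadjusted tests, and Tet2 (0.148), Dnmt3b (0.127) and Svil (0.150) with both unadjusted tests. Cnn1 (0.114), which the paper's Table 1 lists as changed on the array, was called without TCE mouse 3 and with both unadjusted tests. The unadjusted tests of single genes were chosen after seeing the values.

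The paper counts Cdkn1a among genes of positive regulation of cell proliferation, and the deposited annotation does not give it that term. Fig. 1B shows lipid biosynthetic process among the terms, which here had 0 genes. The paper describes the apoptosis pathway as up-regulated. The apoptosis list had a median log2 fold change of 0.12 and was past an adjusted p of 0.05 by fry, an alternative set before the data were examined, but not by camera (0.175). The tests ask different questions, and only camera compares the list with other genes.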

Other observations

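Across the 10 ways to divide the 6 mice into 3 and 3, the real grouping gave the largest number of probes past the threshold, genes past the threshold and gene lists past an adjusted p of 0.05, 1 split of 10 in each case. The other splits gave at most 8 probes, 3 genes and 7 lists. A share under 0.1 is impossible with this design, so chance cannot be excluded by splits alone. Lists were past an adjusted p of 0.05 in each of these other splits, from 3 to 7 lists. Such a split sets 2 mice of 1 group and 1 of the other against the rest and so keeps part of the difference between the groups.

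Other lists showed less. The acute phase proteins had a median log2 fold change of 0.40, with 20 of 22 higher (camera adjusted p = 6.7e-04, fry adjusted p = 0.129; median 0.20 without TCE mouse 1 and 0.62 without TCE mouse 2), and the erythroid genes had -0.64 (camera adjusted p = 0.0130, fry adjusted p = 0.118), where Alas2 fell by 0.91 (limma adjusted p = 0.0215). The erythroid median was -0.15 without TCE mouse 2 (adjusted p = 0.165 by camera), -1.03 without TCE mouse 3 and -0.013 without the filter on dim probes (0.158). Not past an adjusted p of 0.05 by camera of the limma package were the lists of the circadian clock (median -0.15, adjusted p = 0.598, and above 0 without TCE mouse 3), female-biased genes (0.26, adjusted p = 0.0983, but past it at 0.51 without control mouse 1 and with slide as a block, at 0.38 without TCE mouse 2 and at 0.26 without the filter on dim probes), pancreatic acinar cells (0.41, adjusted p = 0.598), smooth muscle (-0.22, adjusted p = 0.35), bile duct and gallbladder (-0.18, adjusted p = 0.0618) and lymphocytes (-0.34, adjusted p = 0.0603). Both of the last were near the threshold: bile duct was past it in 3 of 12 other settings with a test and without control mouse 3 (-0.28) or TCE mouse 1 (-0.33), and lymphocytes in 6 of 12 and without control mouse 3 (-0.54) or TCE mouse 3 (adjusted p = 0.00515). The median of the female-biased list was lower in other settings. It was -0.012 without control mouse 3, -0.013 with probes above background in all 6 mice and 0.096 without TCE mouse 1. With a mouse left out, the smooth muscle median ran from -0.28 without TCE mouse 2 to -0.040 without control mouse 1. That of pancreatic acinar cells ran from 0.24 without control mouse 2 to 0.51 without TCE mouse 1. Striated muscle had a median of -0.39 (camera adjusted p = 0.0703, and 0.0442 without TCE mouse 3; fry adjusted p = 0.00959), with Myom1 at least 1.47-fold higher and Myh6 lower.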
